A study of Musca domestica with 24 samples.

How the data were processed

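House fly (Musca domestica) head and testis were profiled by stranded polyA RNA sequencing in 24 libraries. Per the labels, the flies came from 2 strains, CSrab and IsoCS, raised at developmental temperatures of 18 °C or 29 °C, with 3 biological replicates in each of the 8 groups of strain, temperature and tissue. The series describes the strains as isogenic apart from their proto-Y chromosomes, the young Y chromosomes that carry the male determiner. The labels do not say which proto-Y each strain carries.

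Per the labels, RNA was extracted with TRIzol and a column kit and libraries were made with a TruSeq stranded mRNA kit. The authors deposited 1 table per tissue with raw counts of reads per gene for each library (whole numbers, with no normalization). Each table also holds an adjusted p_value per gene, which per the file headers is the p-value of the strain-by-temperature interaction. The tool and model behind it are not stated. The aligner, the counting tool, the genome build and any read filter are not stated either, so how reads shared by similar gene copies were counted is unknown. Each table lists 16540 genes, of which 11725 have a chromosome element (A to F, the Muller elements that fly genomes share) and 16443 are named by a LOC identifier. Elements A, B, C, D, E and F hold 2119, 1928, 2467, 2240, 2931 and 40 genes. The reference gene table in use held 12947 of the 14882 gene identifiers and gave another symbol for 0 of the LOC genes. Genes are therefore printed with the identifiers of the deposited tables. All 24 count columns were mapped to a library, and 0 per-sample columns were left over.

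The 12 libraries of each tissue were fitted in one model with 1 coefficient per group in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr on the 4 groups (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and each comparison was tested by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested in it. A gene is called when its adjusted p is under 0.05. The 5 comparisons per tissue were the strain effect (CSrab over IsoCS) at each temperature, the temperature effect (29 °C over 18 °C) in each strain, and the interaction (the temperature effect in CSrab minus that in IsoCS). A joint model of the 24 libraries with 8 groups tested whether the strain effect, averaged over temperatures, and the temperature effect, averaged over strains, differed between testis and head. The standard error of a log2 fold change was taken as its size divided by the square root of its F. Expression is given as CPM (counts per M counts, with M for mega) on TMM-scaled library sizes, as mean ± SD over the 3 replicates of a group. A group in which every library has at most 3 counts is treated as a floor, and folds against it are given as lower bounds.

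Genes named in the text were chosen by a rule written before the data were examined. Per comparison it takes the 2 largest positive and 2 largest negative log2 changes among called genes. Their mean had to be at least 5 CPM in the higher of the groups compared, and the replicates of the groups compared must not overlap. For the interaction, temperature effects of opposite sign replaced the last condition. Genes of lists fixed in advance could also be named. Of 13 genes on such a list for sex determination 1 was found by symbol (Sxl). A search for heat shock proteins found 2 by symbol (hsp20 and HSP70), and one for odorant-binding proteins found 0. Set tests with camera and fry were therefore not run, since the tables give no product names.

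Called genes were counted per chromosome element, and each element was compared with all other elements by a two-sided Fisher's exact test over the tested genes with an element. A gene counted as a strain call when called at either temperature and as a temperature call when called in either strain. Benjamini-Hochberg adjustment covered the 12 tests (6 elements in 2 tissues) of each kind of call, and intervals are 95% confidence intervals. A Mantel-Haenszel odds ratio over 10 classes of mean expression compared genes of similar abundance.

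The alternatives fixed before the data were examined were DESeq2 size factors or upper-quartile scaling within edgeR, the DESeq2 1.42.0 Wald test, no filter on low counts, a filter on a mean of at least 10 counts, a replicate block, fits of only the 2 groups compared, calls at an adjusted p under 0.01 for the element tests, and leaving out each library in turn. Alternatives of a pseudocount were not needed, since the tables hold counts. Thinning all libraries of a tissue to equal depth and removing the 10 most abundant genes were added after the data had been seen. So was a replicate block within strain, with and without thinning, a replicate block in the fits of 2 groups, and a replicate block within strain and tissue in the joint model. Replicate numbers 1 to 3 in the labels recur in each group, and the labels do not say what equal numbers share. Whether they pair the libraries was judged from the correlation across genes of deviations from the group means. Between temperatures within a strain, same-number libraries correlated from 0.261 to 0.552 in CSrab heads, from 0.156 to 0.313 in CSrab testes and from 0.2 to 0.522 in IsoCS testes. All 3 pairs were above 0.1 in these 3 comparisons, which were therefore taken as paired. In IsoCS heads and between strains at least 1 of the 3 pairs was under 0.1, and these were not. The pairing is a working rule and is not established. Same-number matching had the highest mean of 6 possible matchings in the 3 comparisons, but also between CSrab and IsoCS heads at 18 °C. Libraries of different numbers in different groups correlated up to 0.648 in head and 0.353 in testis. The block within strain has 1 term per replicate number and strain and estimates the temperature effects and the interaction.

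The deposited interaction values were compared with DESeq2 on a model of strain, temperature and their interaction. Regroupings of the libraries repeated the comparisons with labels exchanged. Interaction calls were also counted in 40 data sets per tissue simulated with the strain and temperature effects of the data and no interaction, with independent genes and libraries. Tables and plots were made with pandas 2.3.3 and matplotlib 3.10.9.

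Total counts ranged from 15.69 to 35.69 M in the 12 head libraries and from 14.92 to 40.01 M in the 12 testis libraries. At these depths a count of 3 corresponds to less than 1 CPM in every library. The pipeline was tested on simulated data with 200 genes changed in one comparison at a time. It recovered 38.0% to 63.5% of the changed genes that were tested in the comparisons within a tissue, and 71.5% and 69.0% for the tissue differences of the strain and of the temperature effect. Changes were of 1 to 3 on the log2 scale. Within a tissue the changed genes were drawn from all genes kept. For the tissue differences they were drawn from genes with a mean of at least 1 CPM in both tissues, so the shares cannot be compared. With nothing changed the pipeline made at most 1 call per comparison, on counts drawn with independent genes and libraries.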

Results

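Gene expression was measured in heads and testes of the house fly strains CSrab and IsoCS, each raised at 18 °C and at 29 °C, with 3 libraries in each of 8 groups. In head, total counts averaged 22.3 ± 5.42 M (mega-counts, SD, n = 3) in CSrab at 18 °C and 29.1 ± 5.83 M in CSrab at 29 °C. They averaged 17.6 ± 1.66 M in IsoCS heads at 18 °C and 25.5 ± 2.94 M at 29 °C. In testis, total counts averaged 16.8 ± 2.73 M in CSrab at 18 °C and 27.3 ± 5.44 M at 29 °C, against 26.6 ± 6.19 and 32.4 ± 7.51 M in IsoCS. Between 13624 and 14232 genes had at least 1 count in a head library, and between 14540 and 15139 in a testis library. Libraries from 29 °C were deeper on average than those from 18 °C, at 27.3 against 19.9 M counts in head and 29.9 against 21.7 M in testis. The labels give no batch or date.

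The 10 most abundant genes took 4.57% to 10.8% of the counts in head and 6.50% to 22.9% in testis. The highest share was in replicate 3 of CSrab testis at 29 °C, whose TMM factor was 0.747, the lowest of the 24 libraries. Across genes, log2 CPM of replicates of the same group correlated at a median r of 0.945 in head and 0.968 in testis, against 0.925 and 0.928 between libraries of different groups. Genes are not independent replicates.

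On a principal component analysis of log2 CPM, the first head component held 32.6% of the variance and the second 24.7%. Strain accounted for 22.3% of the variance of the first and 54.9% of the second, and temperature for 31.3% and 2.75%. In testis, the first component held 35.5% of the variance, of which strain accounted for 76.0% and temperature for 9.16%. The second held 20.1%, of which temperature accounted for 67.5% and strain for 14.1%. Replicate 3 of IsoCS testis at 29 °C had a first-component score of 11.6, apart from replicates 1 and 2 of its group at 82.2 and 84.6.

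**Figure D1:**
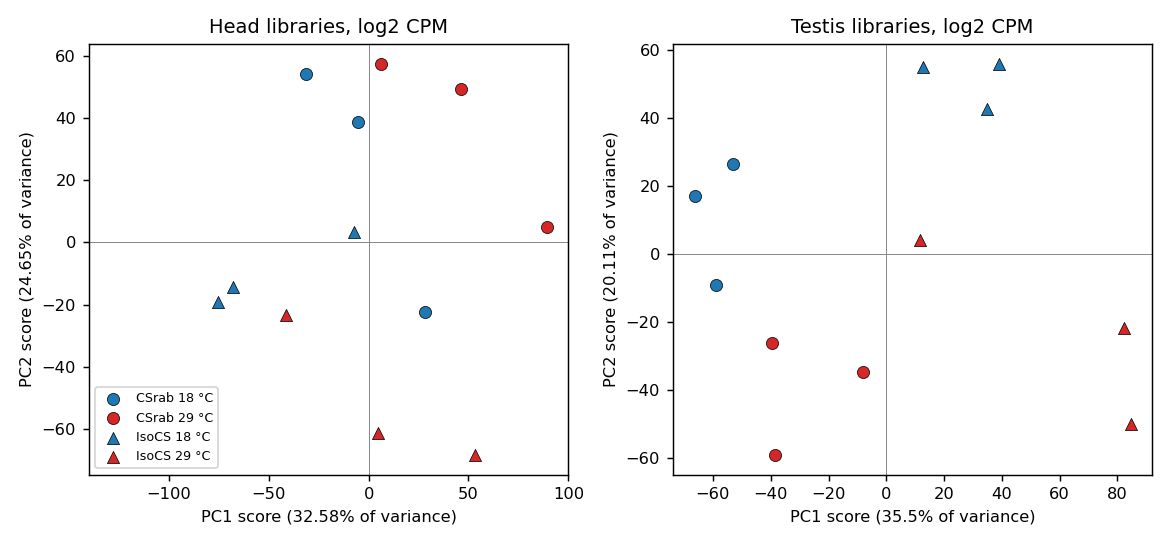
Scores of the 12 head libraries (left) and 12 testis libraries (right) on the first and second principal components of log2 CPM, in arbitrary units, with strain as symbol and temperature as color. In testis, the strains separate on the first component (35.5% of the variance), and 1 IsoCS library from 29 °C, at a score of 11.6, lies apart from its 2 replicates.

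The first question was how much expression differs between strains that differ in their proto-Y chromosomes. In head, with 12347 genes tested, 404 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 18 °C, 235 higher and 169 lower in CSrab. At 29 °C, 544 were called, 333 higher and 211 lower. In testis, with 13271 genes tested, 1687 genes were called at 18 °C, 1003 higher and 684 lower in CSrab. At 29 °C, 1444 were called, 704 higher and 740 lower. The called genes made up 3.27% and 4.41% of those tested in head and 12.7% and 10.9% in testis. The alternative that moved the head count at 18 °C by the most genes was the DESeq2 Wald test, with 900. Leaving out 1 library lowered that count to 167 (without IsoCS head 18 °C replicate 3). At 29 °C, the head count ranged from 214 (without IsoCS head 29 °C replicate 2) to 769 (without CSrab head 29 °C replicate 3). In testis, the count at 18 °C fell to 866 without IsoCS 18 °C replicate 1, and that at 29 °C ranged from 898 (without CSrab 29 °C replicate 2) to 3065 (without IsoCS 29 °C replicate 3).

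Strain effects at both temperatures were compared with no library in common. Across the tested genes, the log2 strain effects at 18 °C and 29 °C had a Pearson r of 0.509 in head and 0.628 in testis. The alternatives that moved r most in testis were DESeq2, at 0.509, and no filter on low counts, at 0.488. In head these gave 0.392 and 0.368. In head, 231 genes were called at both temperatures, where chance gives 17.8, and 229 of them had the same sign. In testis, 776 were called at both, where chance gives 184, and 766 had the same sign. The chance values hold for independent effects, but replicate numbers may pair libraries across temperatures in CSrab heads and in both strains in testis. Such pairing can raise the overlap and r.

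**Figure D2:**
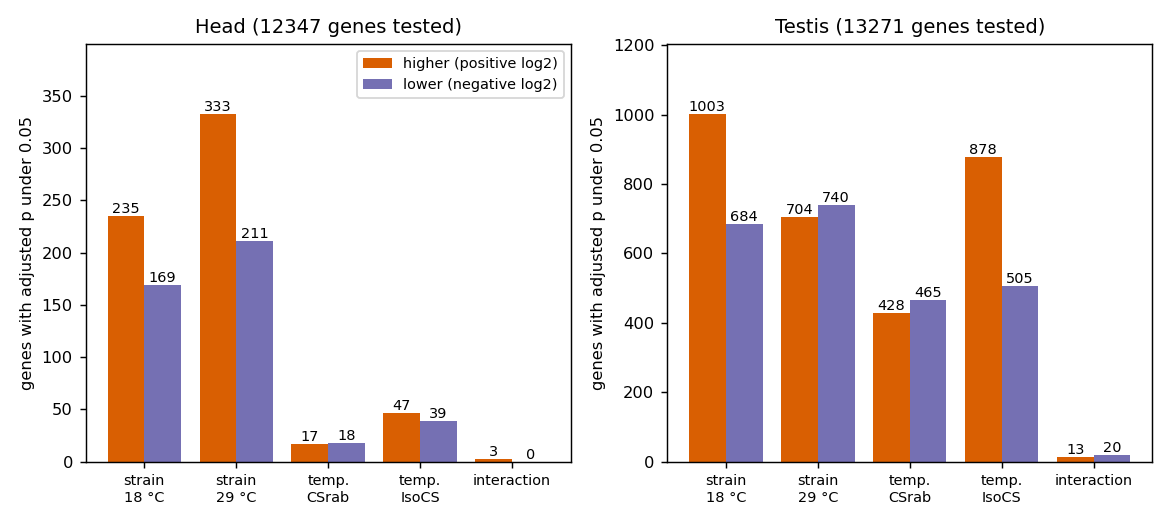
Number of genes with an adjusted p under 0.05 (vertical axes, from 0) in each comparison of the head (left) and testis (right) libraries, split by the sign of the log2 change. The tallest head bar is 333 genes (higher in CSrab at 29 °C) and the tallest testis bar 1003 (higher in CSrab at 18 °C), with different vertical scales.

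Among the genes named for the strain effect in head, LOC109614531, which has no chromosome element, had 10.3 ± 5.15 CPM (SD, n = 3) in CSrab at 18 °C, at least 52.8-fold higher than in IsoCS at 18 °C, where no library had more than 1 count (1 to 41 counts at 29 °C). Its adjusted p was 0.00875, and 0.0544 without IsoCS head 18 °C replicate 3. LOC109612782 (element A) had 8.53 ± 2.80 CPM in CSrab heads at 18 °C, at least 43.8-fold higher than in IsoCS (adjusted p 0.00361). LOC101891053 (element A) was at least 69.3-fold lower in CSrab at 18 °C (adjusted p 0.00241) and at least 41.6-fold lower at 29 °C (adjusted p 0.00455). Its level in IsoCS was 11.7 ± 2.70 and 5.28 ± 3.37 CPM. LOC109613752 (element E) was at least 34.8-fold lower in CSrab at 18 °C (adjusted p 0.0041). At 29 °C, the gene listed as lysozyme (element D) was at least 144-fold higher in CSrab (17.6 ± 18.9 CPM, adjusted p 0.0373) and at least 61.2-fold without CSrab 29 °C replicate 2, with 342, 923 and 14 counts in the 3 replicates. At 29 °C, LOC105261620 (element C) had a log2 difference of 10.01 ± 2.40 (SE, adjusted p 0.0454). Lysozyme and LOC105261620 lost their call in fits that left out single libraries. LOC101891822 (element C) had 0.169 ± 0.0445 CPM in CSrab and 17.4 ± 2.07 CPM in IsoCS at 29 °C, a log2 difference of −6.65 ± 0.69 (SE, adjusted p 0.000968).

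In testis, the genes named for the strain effect had no chromosome element. LOC109614462 had 37.5 ± 6.22 CPM in CSrab at 18 °C, at least 283-fold higher than in IsoCS (adjusted p 1.59e-05). LOC109611843 had 8.30 ± 0.462 CPM in CSrab at 18 °C and 5.86 ± 0.732 CPM at 29 °C, and 0 counts in all IsoCS testis libraries. Its level was at least 62.7-fold higher in CSrab at 18 °C (adjusted p 6.19e-05) and at least 39.1-fold higher at 29 °C (adjusted p 7.9e-05). LOC109613470 was at least 84.6-fold higher in CSrab at 29 °C (adjusted p 5.37e-05). LOC109613755 had 0.135 ± 0.233 CPM in CSrab and 142 ± 9.84 CPM in IsoCS at 18 °C, a log2 difference of −9.88 ± 0.728 (SE, adjusted p 5.15e-05). Its CSrab counts at 18 °C were 0, 0 and 8, and this difference ran from −14.84 to −9.323 over the alternatives. At 29 °C, LOC109613755 was at least 783-fold lower in CSrab (adjusted p 3.74e-05). LOC101888506 was lower in CSrab by a log2 difference of −8.42 ± 0.617 (SE, adjusted p 5.15e-05) at 18 °C. LOC101893960 was at least 44.3-fold lower at 29 °C (adjusted p 0.00884). Without IsoCS 29 °C replicate 2 the bounds at 29 °C were 66.4-fold for LOC109611843, 144-fold for LOC109613470 and 24.6-fold for LOC101893960.

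The second question was how developmental temperature changes expression in each strain. In head, 35 genes were called between 29 °C and 18 °C in CSrab by edgeR's quasi-likelihood test, 17 higher and 18 lower at 29 °C, and 86 in IsoCS, 47 higher and 39 lower. At an unadjusted p under 0.05 the counts were 2006 and 2313. In testis, 893 genes were called in CSrab, 428 higher and 465 lower, and 1383 in IsoCS, 878 higher and 505 lower. The DESeq2 Wald test moved the CSrab head count by the most genes, to 744. With only the 2 groups compared in the fit the CSrab head count was 0, with 1456 genes at an unadjusted p under 0.05. A replicate block within strain also gave 0 genes in CSrab heads, with 2560 at an unadjusted p under 0.05 and 4 residual degrees of freedom in place of 8. With the block and only the 2 groups compared the count was 0 in CSrab heads and 3 in IsoCS testes. Leaving out 1 library gave between 2 genes (without CSrab head 18 °C replicate 2) and 210 (without CSrab head 29 °C replicate 3). The IsoCS head count fell to 11 without IsoCS head 29 °C replicate 1. In testis, the CSrab count fell to 276 without CSrab 18 °C replicate 2. The IsoCS count ranged from 370 (without IsoCS 18 °C replicate 1) to 3459 (without IsoCS 29 °C replicate 3). The share of higher genes among the CSrab head calls also moved from 48.6%, to 68.8% with the replicate block over both strains, 64.3% after thinning to equal depth and 59.2% with a mean filter of 10 counts. It was 15 of 18 calls without CSrab head 29 °C replicate 1 and 53 of 210 without replicate 3.

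The temperature effects of the strains, which share no library, had a Pearson r across genes of 0.339 in head and 0.464 in testis. With no filter on low counts r was 0.214 in head and 0.341 in testis. In head, 14 genes were called in both strains, 13 with the same sign, where chance gives 0.244. In testis, 407 were called in both, 396 with the same sign, where chance gives 93.1. With a replicate block within strain, 0 were called in both in head, since CSrab heads had 0 calls (2560 at an unadjusted p under 0.05), and 318 in testis, where chance gives 60.9.

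In CSrab heads, LOC101889416 (element A) rose from 1.47 ± 0.140 to 15.2 ± 4.58 CPM (SD, n = 3), a log2 change of 3.37 ± 0.346 (SE, adjusted p 0.011). LOC101895139 (element B) fell from 234 ± 12.8 to 37.6 ± 11.7 CPM, a log2 change of −2.64 ± 0.301 (SE, adjusted p 0.0113). LOC109612782 fell from 8.53 ± 2.80 to 0.0524 ± 0.0581 CPM (adjusted p 0.0246). LOC101888882 (element D) rose in both strains, by a log2 change of 3.15 ± 0.36 (SE) in CSrab and 3.89 ± 0.383 in IsoCS (adjusted p 0.0113 and 0.00547). In IsoCS heads, LOC101890638 (element A) rose by 2.57 ± 0.304 (SE, adjusted p 0.0077) on the log2 scale. LOC109614160 fell from 8.80 ± 1.10 to 0.260 ± 0.067 CPM (adjusted p 0.00052), and LOC105262478 had a log2 change of −3.30 ± 0.576 (SE, adjusted p 0.0397). All of these except LOC109614160 lost their call in the fit of only the 2 groups compared, and the 4 CSrab calls were lost with a replicate block within strain as well.

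In CSrab testes, LOC109612097 (element D) rose by 3.75 ± 0.414 (SE, adjusted p 0.00172) and LOC109613328 by 3.74 ± 0.547 (adjusted p 0.00502) on the log2 scale. LOC101894020 (element B) changed by −3.80 ± 0.452 (adjusted p 0.00212) and LOC109613277 by −3.34 ± 0.409 (adjusted p 0.00219). In IsoCS testes, LOC101894819 (element B) rose from 4.38 ± 1.52 to 281 ± 35.3 CPM, a log2 change of 6.01 ± 0.357 (SE, adjusted p 4.08e-05). LOC101898085 (element B) rose by 6.24 ± 1.26 (SE, adjusted p 0.0151) and lost its call without any 1 of the 3 IsoCS 18 °C libraries. LOC109613297 (element A) fell from 336.5 ± 77.9 to 8.43 ± 1.86 CPM (adjusted p 0.00321), and LOC101892938 fell from 26.2 ± 6.14 to 0.545 ± 0.419 CPM (adjusted p 0.00111). With a replicate block and only the 2 groups compared, LOC101898085 and LOC101892938 were not called.

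Of the genes on lists fixed in advance, Sxl passed the threshold in 0 of the 10 comparisons when adjusted over all genes tested. Its largest change was a log2 change of −0.67 ± 0.2 (SE) in IsoCS testes between temperatures, with an unadjusted p of 0.00695 and an adjusted p of 0.0586. Sxl was the 1 gene found of the sex-determination list, so adjustment over the list leaves its p unchanged. That p was under 0.05 in this comparison alone, 1 of 10. Both heat shock genes, hsp20 and HSP70, had positive temperature changes in each tissue and strain, under TMM, DESeq2 size factors, upper-quartile scaling and DESeq2 alike. In heads, hsp20 rose by a log2 change of 1.16 ± 0.238 (SE) in CSrab and 0.98 ± 0.237 in IsoCS (adjusted p 0.0618 and 0.0946), and HSP70 by 0.62 and 0.53. In testes, hsp20 rose by 0.88 in CSrab (adjusted p 0.0995) and 1.04 in IsoCS (adjusted p 0.0458). For the temperature effect, adjusted over the list alone, 2 of the 2 heat shock genes passed in each head comparison, 2 in IsoCS testes and 1 in CSrab testes. Over all genes tested, 1 passed, in IsoCS testes.

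The third question was whether the temperature effect differs between strains. The interaction was called by edgeR's quasi-likelihood test for 3 genes in head, all with a positive interaction, and for 33 in testis, 13 positive and 20 negative. At an unadjusted p under 0.05 the counts were 614 and 1337. The alternative that moved both counts by the most genes was DESeq2, with 50 genes in head and 247 in testis. A replicate block within strain gave 3 genes in testis, LOC101894819, LOC101899041 and LOC109612782, with 1370 at an unadjusted p under 0.05. The head count ranged from 2 to 7 over the fits without 1 library, with 7 without CSrab head 29 °C replicate 3. The testis count ranged from 3 (without CSrab 18 °C replicate 2) to 123 (without IsoCS 29 °C replicate 3). The deposited adjusted p-value of this interaction was under 0.05 for 50 genes in head and 247 in testis, out of 13077 and 13448 genes with a value. DESeq2 gave the same 50 and 247 genes, with adjusted p-values within 0.000667 and 1.29e-05 of the deposited ones. All 3 head genes and all 33 testis genes called by edgeR were among them.

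In head, LOC109614160 (no element) had 0.451 ± 0.122 CPM at 18 °C and 0.916 ± 0.307 at 29 °C in CSrab (SD, n = 3), against 8.80 ± 1.10 and 0.260 ± 0.067 CPM in IsoCS. Its log2 interaction was 6.06 ± 0.461 (SE, adjusted p 0.00141). LOC101899772 (no element) rose from 17.8 ± 0.623 to 33.3 ± 3.07 CPM in CSrab and fell from 45.6 ± 8.49 to 20.9 ± 1.12 CPM in IsoCS, with a log2 interaction of 2.03 ± 0.194 (SE, adjusted p 0.00597). The third called gene, LOC109612487 (element B), falls outside the naming rule and was named after its values were seen. It had 20 to 33 counts at 18 °C and 24 to 54 at 29 °C in CSrab, and 8 to 11 and then 0 counts in IsoCS.

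In testis, LOC109613297 (element A) had 7.44 ± 0.943 CPM at 18 °C and 69.4 ± 51 at 29 °C in CSrab, against 336.5 ± 77.9 and 8.43 ± 1.86 CPM in IsoCS. Its log2 interaction was 8.54 ± 0.962 (SE, adjusted p 0.00873). LOC101892938 (no element) had 10.2 ± 2.57 and 13.7 ± 6.46 CPM in CSrab and 26.2 ± 6.14 and 0.545 ± 0.419 CPM in IsoCS, with a log2 interaction of 5.97 ± 0.713 (SE, adjusted p 0.0111). The calls of both were lost without any 1 of the 3 CSrab testis 18 °C libraries and with a replicate block within strain. LOC109612782 (element A) fell from 34.3 ± 7.07 to 4.26 ± 0.441 CPM in CSrab and rose from 1.58 ± 0.136 to 4.81 ± 2.21 CPM in IsoCS, with a log2 interaction of −4.61 ± 0.433 (SE, adjusted p 0.00381). LOC101893483 (element A) fell from 6.94 ± 1.33 to 0.835 ± 0.296 CPM in CSrab and was at 0.442 ± 0.0885 and 1.03 ± 0.712 CPM in IsoCS. Its log2 interaction of −4.27 ± 0.677 (SE, adjusted p 0.0385) lost its call in 14 of 22 alternatives, the replicate block within strain among them.

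**Figure D3:**
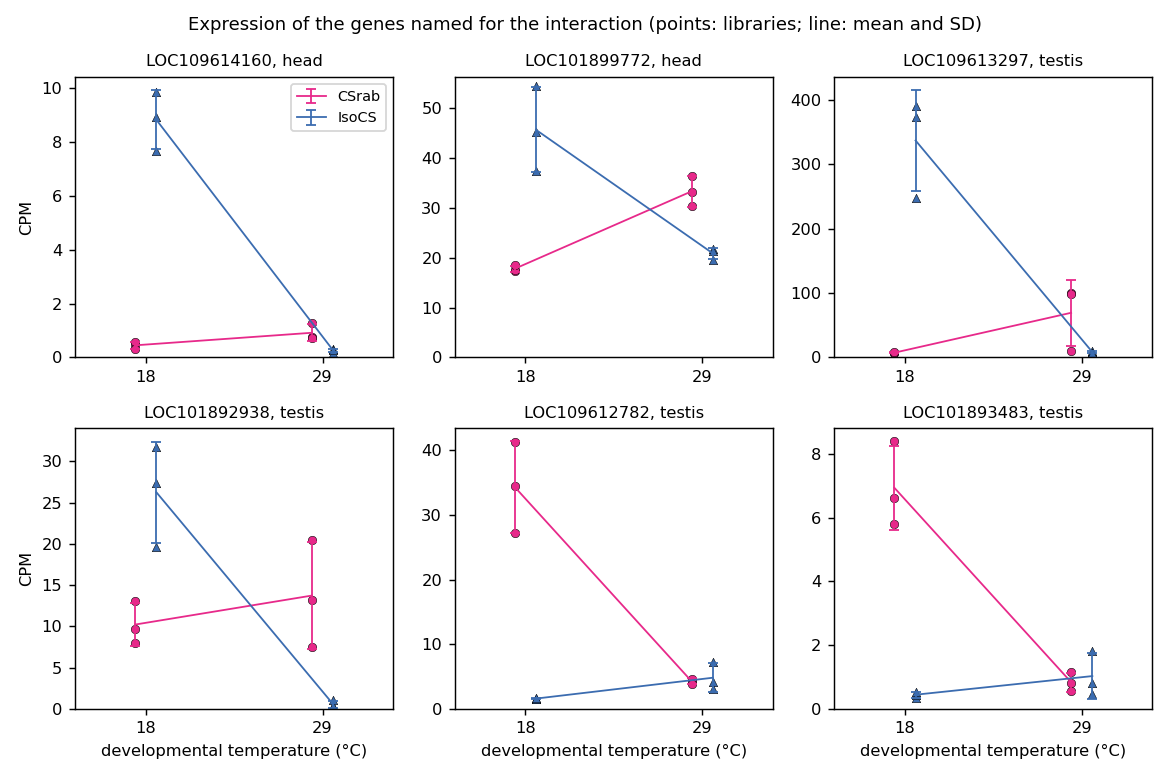
Expression in CPM (vertical axes) of the 6 genes named for the interaction against developmental temperature in °C, with 1 point per library and the mean and SD of the 3 replicates of each strain and temperature. In IsoCS, LOC109613297 falls from a mean of 336.5 to 8.43 CPM in testis, and in CSrab LOC109612782 falls from 34.3 to 4.26 CPM.

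Whether strain or temperature effects differ between tissues was tested in the joint model over 14334 genes with edgeR's quasi-likelihood test. The strain effect differed for 1610 genes, 672 more positive and 938 more negative in testis. The temperature effect differed for 1008 genes, 386 more positive and 622 more negative in testis under TMM, but with DESeq2 size factors 55.8% of the 880 called genes were more positive in testis, and with DESeq2 58.4% of 1552. Relative to TMM, these scalings shifted the median difference by 0.0879 and 0.0889 on the log2 scale, and a filter on a mean of 10 counts shifted it by 0.1. All 774 genes called under both TMM and DESeq2 size factors kept their sign. Without IsoCS testis 29 °C replicate 3 the counts were 2464 and 1865, and the temperature count was 620 without CSrab head 18 °C replicate 2. Among 11321 genes tested in both tissues, 121 were called for the strain effect at 18 °C in head and in testis, 108 with the same sign, where chance gives 40.1. At 29 °C, 118 were called in both, 100 with the same sign, where chance gives 44.8. For the temperature effect, 7 genes were called in both tissues in CSrab and 29 in IsoCS, of which 7 and 27 had the same sign. With a replicate block within strain these counts were 0 and 53. Of the interaction calls, 0 were shared.

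The last question was where in the genome the strain effects lie, since the strains are described as differing in their proto-Y chromosomes alone. On element A, 133 of 1765 tested head genes (7.54%) were strain calls, against 4.65% of genes on other elements, an odds ratio of 1.67 (95% confidence interval 1.35 to 2.06, two-sided Fisher's exact p 2.4e-06, adjusted over 12 tests 1.44e-05). In testis, 408 of 1881 genes (21.7%) on element A were strain calls, against 14.5%, an odds ratio of 1.64 (1.44 to 1.86, p 5.78e-14, adjusted 6.94e-13). The alternative that moved the odds ratio of element A most was DESeq2 in head, at 1.38, and calls at an adjusted p under 0.01 in testis, at 2.01. In head, element D had fewer strain calls, at 3.49% against 5.55% (odds ratio 0.615, 0.463 to 0.805, adjusted p 0.000876). The testis odds ratio of element D was 0.932 (adjusted p 0.458). In testis, element E had 13.9% against 16.4% (odds ratio 0.82, 0.72 to 0.932, adjusted p 0.00617) and element C 14.1% against 16.2% (odds ratio 0.851, 0.742 to 0.975, adjusted p 0.0457). Elements B and F did not pass in either tissue, with head odds ratios of 0.944 and 0.555 and testis odds ratios of 0.922 and 1.85. By the unadjusted p of Fisher's exact test, element D in head and element C in testis did not pass in several fits without 1 library. In several, element D or F in testis did. Genes called for the temperature effect were compared in the same way. On element A their odds ratio was 2.05 in head (1.16 to 3.51, p 0.0102, adjusted 0.122) and 0.881 in testis (p 0.112, adjusted 0.448). With a replicate block within strain the head value was 1.08 (two-sided Fisher's exact p 0.649), with 0 calls from CSrab and 305 from IsoCS.

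**Figure D4:**
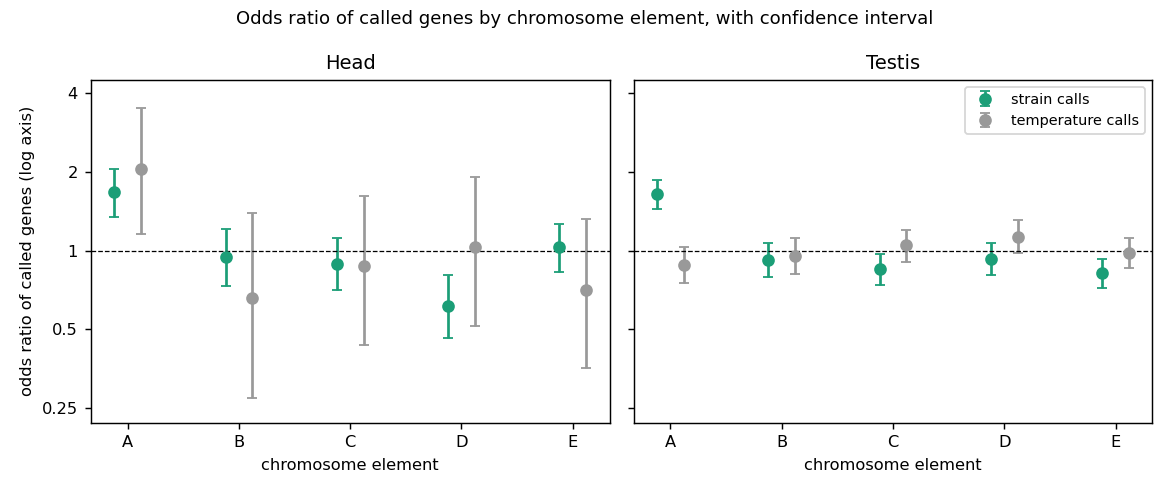
Odds ratio (log axis) of strain calls and of temperature calls on each chromosome element against all other elements in head (left) and testis (right), with bars for the 95% confidence interval and element F, with at most 35 tested genes, left out. Strain calls have odds ratios of 1.67 and 1.64 on element A, with intervals above 1 in both tissues.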

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

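The tests on balanced regroupings, on regroupings within pairs and on data simulated with no interaction, and the fits with a replicate block within strain, in this part were chosen after earlier results had been seen, and all other tests in this part were chosen before their results.

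The temperature effect differed between the strains for 3 genes in head and 33 in testis by the interaction test of edgeR, which is what drew attention to both counts. In head, 3 of 100 regroupings that permuted the temperature labels within strains called at least 3 genes, the real grouping included, with up to 5 calls in another grouping. In testis, 1 of 100 did, the real one, and the next highest count was 14. Drawn regroupings can be unbalanced, so that the temperature effect that both strains share enters the interaction. Balanced regroupings exchange 1 library of each temperature within each strain, and among 82 of these the real grouping alone called as many genes, 1 of 82 in head and 1 of 82 in testis, with 0 genes in every other grouping. Exchanged libraries also widen the spread within groups, which lowers the counts of regroupings. A difference in depth between the groups would be removed by thinning, after which 2 genes in head and 27 in testis were called. A replicate block within strain gave 2 genes in head, 1 of them among the 3, and 3 in testis, all among the 33, and the same genes after thinning. In testis, where replicate numbers were taken to pair the libraries, this fit was repeated on 10 balanced regroupings that part every pair. The real grouping alone gave as many genes, 1 of 10, with 0 in the others. Such a number of regroupings cannot give a share under 0.05, so for the 3 genes chance cannot be told apart from an interaction by this test. A shift of the scaling by a few abundant genes would be removed with them, and 3 and 31 genes were called after the 10 most abundant genes were taken out. A strain variant that removes the same share of reads at both temperatures would alone give an interaction of 0. In 40 data sets simulated with the strain and temperature effects and no interaction, at most 1 gene was called in head and at most 1 in testis. These tests argue against depth, a few abundant genes and such a variant as the whole cause of the counts. They do not decide on chance, since drawn regroupings carry the shared temperature effect and balanced ones widen the spread. The simulation takes libraries as independent, while replicate numbers may pair those of CSrab heads and of both strains in testis. Reads shared between similar gene copies, GC content and gene length were not tested, since the counting method is not stated. A difference in the response to temperature between the strains therefore stays open as untested, and the testis count rests on the fit and on single libraries, from 3 in testis without CSrab 18 °C replicate 2 to 123 without IsoCS 29 °C replicate 3.

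The named genes have log2 interactions of 6.06 for LOC109614160 and 2.03 for LOC101899772 in head. In testis they are 8.54 for LOC109613297, 5.97 for LOC101892938, −4.61 for LOC109612782 and −4.27 for LOC101893483. Each was drawn out because the temperature effects of the strains had opposite signs and their difference passed the test. LOC109614160 and LOC109612782 kept their call in all 22 alternatives each, with adjusted p from 1.63e-21 to 0.0259 and from 4.21e-20 to 0.0448. LOC101899772 was not called in the 2 fits with a replicate block within strain, with adjusted p from 4.6e-16 to 0.184. In head, replicate numbers were taken to pair the libraries of CSrab alone. LOC109613297 and LOC101892938 lost their call in 5 alternatives each, these 2 fits and those without 1 of the CSrab testis 18 °C replicates, with adjusted p up to 0.0881 and 0.0951. LOC101893483 lost it in 14, with adjusted p from 2.17e-06 to 0.146. In head, 3 of the 4 group means of LOC109614160 are under 1 CPM, so its direction in CSrab rests on 7 to 31 counts per library. The argument against a variant that removes the same share of reads at both temperatures holds for the calls as a set, with at most 1 call in the simulated data. Reads from similar gene copies stay open for the named genes.

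The authors' interaction p-values call more genes, 50 in head and 247 in testis, and DESeq2 gives the same genes. On regrouped libraries DESeq2 made as many calls in 7 of 40 drawn groupings in head and in 7 of 40 in testis, with up to 615 and 803 calls. On balanced groupings it made as many in 3 of 40 in head, with up to 118 calls in another grouping, and in 1 of 40 in testis, the real one, with 81 calls in the next. Neither kind of grouping is free of real effects, since drawn ones carry the temperature effect that the strains share and balanced ones keep part of any interaction. How many of the 50 or 247 calls would arise with no interaction is therefore not known. In testis the drawn groupings match the count and the balanced ones do not. Single outlying libraries were weighed as well. In head, 62.0% of the 50 genes lost their DESeq2 call in at least 1 of 12 fits without 1 library, and in testis 52.6% of the 247. Of the edgeR calls, 1 of 3 (33.3%) and 30 of 33 (90.9%) were lost in at least 1 such fit. Calls near the threshold would also be lost in a smaller fit, so outlying libraries cannot be told apart from limited power in either tissue.

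The strain effect differed between head and testis for 1610 genes and the temperature effect for 1008, by a test of the difference itself. The real grouping was the highest of 40 drawn regroupings for both, 1 of 40 each, with next counts of 22 and 6. With a replicate block within strain and tissue the temperature effect differed for 1434 genes. The real grouping was again the highest of 40, 1 of 40, among regroupings that exchange temperatures within pairs of equal replicate numbers in that fit, with 6 genes in the next. Genes expressed in only 1 tissue would leave few called genes with a mean of at least 1 CPM in both tissues, but 77.9% and 78.5% of the called genes had it, against 68.6% of those tested. The shares of genes expressed in both tissues argue against tissue-limited expression as the whole cause. The regroupings do not decide on chance, since exchanged libraries widen the spread within groups, which lowers their counts. Whether equal replicate numbers pair head and testis libraries was not examined. The balance of signs of the temperature difference is not settled, since 38.3% of its calls were more positive in testis under TMM and 55.8% with DESeq2 size factors. A different response of the tissues, a different mix of cell types in a tissue at each temperature and tissue-specific read composition stay open as untested.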

How the results depend on the processing

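Thinning to equal depth, removal of the 10 most abundant genes, the replicate blocks within strain or within strain and tissue, and the replicate block with 2 groups were chosen after the data had been seen, and all other alternatives before. The cause of a change was not tested unless a sentence gives one.

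Under each alternative with all 12 libraries of a tissue, strain calls on element A had an odds ratio above 1 and passed the threshold, from 1.38 (DESeq2) to 1.82 (calls at 0.01) in head and from 1.46 (DESeq2) to 2.01 (calls at 0.01) in testis. Each fit without 1 library did the same, from 1.4 to 1.76 in head and from 1.4 to 1.89 in testis. Values of counts that stayed within 1.5 times the reported count are not listed.

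The DESeq2 Wald test called more genes than edgeR. In head it called 900 and 1378 genes for the strain effect at 18 °C and 29 °C, 744 and 739 for the temperature effect in CSrab and IsoCS, and 50 for the interaction. In testis it called 2199 for the strain effect at 29 °C, 1649 and 2402 for the temperature effect, and 247 for the interaction. The tissue difference of the temperature effect rose to 1552. The correlation of strain effects between temperatures was 0.392 in head and 0.509 in testis, that of temperature effects between strains 0.234 and 0.365, and the odds ratio of strain calls became 0.933 for head element E (reversed), 1.04 for testis element B (reversed), 0.905 for testis element C (no longer past the threshold) and 0.842 for testis element D (now past it).

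With no filter on low counts, head temperature calls were 19 in CSrab and 57 in IsoCS, and testis interaction calls 18. The correlations fell to 0.368 in head and 0.488 in testis for strain effects and to 0.214 and 0.341 for temperature effects. Odds ratios were 1.03 for head element B and 0.91 for head element E (both reversed), 0.897 for testis C (no longer past) and 0.83 for testis D (now past). With a mean of at least 10 counts, head temperature calls in CSrab were 71.

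With a replicate block, head temperature calls were 16 in CSrab and 40 in IsoCS, testis interaction calls 13, and the odds ratio of head element E 0.986 (reversed). This block gives a replicate number the same term in both strains. Replicate numbers were not taken to pair libraries of different strains. Deviations of same-number libraries at the same temperature correlated from −0.624 to 0.339 in head and from −0.409 to 0.436 in testis.

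Between temperatures, the numbers were taken to pair the libraries of CSrab heads and of both strains in testis. A replicate block within strain left 0 temperature calls in CSrab heads (2560 at an unadjusted p under 0.05) and 3 interaction calls in testis, and 0 and 3 after thinning in the same fit. With the block and only the 2 groups compared, temperature calls were 0 in CSrab heads (2679 unadjusted) and 3 in IsoCS testes (3300 unadjusted). The block within strain changed no other count of a paired comparison by over 1.5 times, with 744 and 1087 temperature calls in CSrab and IsoCS testes, and in the joint model the block within strain and tissue gave 1434 genes for the tissue difference of the temperature effect. On chromosome elements, temperature calls passed the adjusted threshold for none of the 12 tests with the block. In IsoCS heads the numbers were not taken to pair the libraries (correlations from −0.14 to 0.365). The same fits gave 305 temperature calls there, 175 after thinning and 0 with only the 2 groups compared (2398 unadjusted).

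With only the 2 groups compared in the fit, and so 6 libraries, head strain calls were 196 and 186 and head temperature calls 0 in CSrab (1456 at an unadjusted p under 0.05) and 1 in IsoCS. Testis strain calls were 3245 at 18 °C and 319 at 29 °C, and temperature calls 109 in IsoCS.

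With calls at an adjusted p under 0.01, odds ratios were 1.14 for head B and 0.942 for head E (both reversed), 0.672 for head D (no longer past) and 3.52 for testis F (now past). Upper-quartile scaling gave 1.01 for head B (reversed). Thinning gave 0.904 for head E (reversed), 0.897 for testis C (no longer past) and 55 head temperature calls in IsoCS. Removing the 10 most abundant genes gave 1.03 for head B and 0.971 for head E (both reversed).

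Fits without 1 library, which have fewer degrees of freedom, gave these lowest and highest values. In head, strain calls ran from 167 to 234 at 18 °C and from 214 to 769 at 29 °C (769 without CSrab 29 °C replicate 3). Head temperature calls ran from 2 (without CSrab 18 °C replicate 2) to 210 (without CSrab 29 °C replicate 3) in CSrab and from 11 (without IsoCS 29 °C replicate 1) to 116 in IsoCS, and interaction calls from 2 to 7. Correlations ran from 0.399 to 0.621 for strain and from 0.162 to 0.513 for temperature effects. Odds ratios ran from 0.858 to 1.12 for head B, 0.772 to 1 for C, 0.593 to 0.776 for D, 0.866 to 1.08 for E and 0 to 0.85 for F. In testis, strain calls ran from 866 to 1358 at 18 °C and from 898 to 3065 at 29 °C, temperature calls from 276 to 786 in CSrab and from 370 to 3459 in IsoCS, and interaction calls from 3 (without CSrab 18 °C replicate 2) to 123. The values of 3065, 3459 and 123 all came without IsoCS 29 °C replicate 3. Correlations ran from 0.562 to 0.629 for strain and from 0.378 to 0.473 for temperature effects, and odds ratios from 0.88 to 0.99 for testis B, 0.832 to 0.936 for C, 0.775 to 0.913 for D, 0.74 to 0.899 for E and 1.55 to 3.11 for F. In several of these fits head D (0.729 to 0.776) and testis C (0.86 to 0.936) were no longer past the threshold. In several, testis D (0.775 to 0.87) or testis F (2.26 to 3.11) was now past it. The tissue differences ran from 1201 to 2464 genes for strain and from 620 to 1865 for temperature effects.

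The named genes have 658 values under alternatives. Of these, 570 kept direction and side of the threshold, 88 kept direction and were not called, and 0 reversed. Of the 88, 49 came from fits without 1 library, 10 from fits of only the 2 groups compared with no block, 27 from fits with a replicate block and 2 from others, and they fell on 18 of the 38 genes and comparisons. The set tests and the pseudocount alternatives were not run. Depth limits the genes named against a group at the floor, for which a lower bound alone is known.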

Other observations

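The test of library size against the spread within groups was chosen after the result had been seen. So were the checks of genes without a chromosome element and of neighbours on a scaffold, and the fits with a replicate block within strain. Thinning to equal depth was added after the data had been seen. All other tests in this part were chosen before their results.

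Each comparison of 2 groups of 3 libraries was repeated on all 10 splits of its 6 libraries. For all 8 comparisons, the real split alone gave as many called genes (1 of 10). The highest count of another split was 1 for the strain effect at 18 °C and for the temperature effect in IsoCS in head, 111 for the strain effect at 29 °C in testis, and 0 for the other comparisons. In the paired temperature comparisons, the 3 other splits that part every pair of equal replicate numbers gave 0 calls. With 10 splits a share under 0.05 cannot be reached, so the splits alone cannot decide. Simulated data with nothing changed gave at most 1 call per comparison. They were drawn with independent genes and libraries and hold no outlying or paired libraries, so they do not decide either. Calls shared by comparisons with no library in common argue against chance as the whole cause, within the limits given below. Strain calls shared by both temperatures, which have no library in common, numbered 231 in head and 776 in testis, against 17.8 and 184 for independent effects. The effects may not be fully independent, since replicate numbers may pair libraries across temperatures in CSrab heads and in both strains in testis. How far a pairing raises the overlap of strain calls was not tested. Temperature calls shared by both strains numbered 14 and 407, where chance gives 0.244 and 93.1. With a replicate block within strain they numbered 0 in head (2560 genes at an unadjusted p under 0.05 in CSrab) and 318 in testis, where chance gives 60.9.

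Libraries from 29 °C were deeper, which could raise the number of temperature calls. After thinning all libraries of a tissue to equal depth, 83 temperature calls were left in head, of 121 summed over strains, and 2060 in testis, of 2276. In fits with a replicate block within strain, temperature calls in testis went from 744 to 688 in CSrab and from 1087 to 956 in IsoCS on thinning. CSrab heads had 0 calls with the block before and after thinning, so depth cannot be judged there. Elsewhere this argues against depth as the whole cause.

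Strain calls were more frequent on element A in both tissues. If element A genes were called more often because they are expressed at higher levels, the odds ratio would fall to 1 among genes of similar expression, but it was 1.66 (1.35 to 2.04) in head and 1.63 (1.43 to 1.84) in testis over 10 classes of expression. If reads of 1 strain were lost through divergence of element A from the reference, its calls would lean to the other strain. In head 63.9% of the calls on element A were higher in CSrab, against 62.3% elsewhere (two-sided Fisher's exact p 0.755), and in testis 51.0% against 54.3% (p 0.252). The matched odds ratios argue against power. No lean of the element A calls was seen, but a difference that does not pass cannot exclude loss of reads from 1 strain in part of them. An excess of strain effects on a chromosome that differs between the strains is a hypothesis consistent with odds ratios of 1.66 and 1.63. The labels do not say on which element either proto-Y lies, which keeps it untested. If the effects on element A were set in cis and so shared by tissues, they would agree better between head and testis than effects elsewhere. Across genes called in either tissue, the Pearson r was 0.348 for 430 genes on element A and 0.237 for 1263 genes on other elements, a difference with a one-sided permutation p of 0.1. The difference is in the predicted direction but under the threshold, so effects set in cis cannot be told apart from effects of other kinds. For the deposited interaction calls, 12.1% of the 33 head genes with an element were on element A, and 18.2% of the 165 testis genes, against 17.9% and 18.2% of the other genes with an element.

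In head, strain calls lay together on scaffolds within elements more often than permuted calls, at 1.32 times the permuted number of pairs (permutation p 0.009). Neighbouring genes that change together in any comparison would give the same for temperature calls. For all temperature calls the ratio was 3.92 in head (permutation p 8e-04) and 1.08 in testis (permutation p 0.0732). With equal numbers of calls, the ratio was 2.84 for temperature and 2.02 for strain calls in head, and 1.05 and 1.06 in testis. In testis the ratio of all strain calls was 1.01 (permutation p 0.416). With these numbers of pairs, a cause special to strain effects cannot be told apart from a general grouping of neighbours in either tissue.

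Replicates of a group lay apart on the first principal component, in testis most of all replicate 3 of IsoCS at 29 °C. In head the IsoCS replicates at 29 °C had scores from −41.2 to 53.3. A mislabelled strain would put a library on the wrong side of a strain score built from genes called in the other tissue. In head 0 of 12 libraries were on the wrong side, and in testis 0 of 12, with 529 and 207 genes in the scores, which argues against it. The temperature labels of replicate 3 of IsoCS at 29 °C in both tissues are not settled. In testis its log2 CPM correlated at 0.944 to 0.964 with IsoCS at 18 °C, and at 0.928 and 0.908 with its own replicates. In head it correlated at 0.94 to 0.971 with IsoCS at 18 °C, and at 0.953 and 0.92 with its own. On temperature scores built likewise, from 13 genes in testis and 285 in head, both were on the 29 °C side, at 0.265 and 0.0488. For library size, the first component of deviations from group means was compared with deviations in log2 library size over 12 libraries. In testis the Pearson r was 0.00608 (permutation p 0.995) and Spearman's rho 0.014 (permutation p 0.984). Without the 2 libraries farthest from the median r was 0.16. This argues against library size as the main cause there. In head the Pearson r was 0.567 (permutation p 0.124) and Spearman's rho 0.699 (permutation p 0.0363), and r was 0.658 without those 2 libraries. In head a role of library size cannot be told apart from other causes, since the coefficients fall on different sides of 0.05. A difference in dissection, cell content or age of the flies was not tested.

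Some genes were seen in 1 strain alone. Over both tissues, 19 genes had at most 3 counts in each library of 1 strain and at least 10 in each library of the other strain in at least 1 tissue. Of these, 8 were detected in CSrab and 11 in IsoCS. If they lay on the chromosomes that differ, element A would hold more of them. Of the 4 with an element 0 were on element A (odds ratio 0, two-sided Fisher's exact p 1), against 18.1% of other expressed genes, and with 4 genes the 2 shares cannot be told apart. The other 15 of the 19 (78.9%) had no element, against 20.1% of other expressed genes (two-sided Fisher's exact p 5.97e-08). Whether they lie on a proto-Y, on other unplaced sequence or in copies absent from 1 strain was not tested.

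LOC109612782 and LOC101893483 lie on the same element A scaffold, which holds 6 genes. In head, LOC109612782 had 150 to 227 counts in CSrab at 18 °C and at most 4 in any other library, and LOC101893483 had 32 to 47 and at most 1. In testis they had 486 to 683 and 104 to 138 counts in CSrab at 18 °C, against at most 248 and 62 elsewhere. Another gene of the scaffold, LOC101893314, was also called higher in CSrab at 18 °C in head (log2 1.44, adjusted p 0.045 by edgeR's quasi-likelihood test) and in testis (log2 2.04, adjusted p 0.000891). No explanation was tested.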
